# microRNA-144/451 decreases dendritic cell bioactivity *via* targeting interferon-regulatory factor 5 to limit DSS-induced colitis

**DOI:** 10.3389/fimmu.2022.928593

**Published:** 2022-07-29

**Authors:** Zhijie Lin, Xiaoyan Xie, Min Gu, Qian Chen, Guotao Lu, Xiaoqin Jia, Weiming Xiao, Jun Zhang, Duonan Yu, Weijuan Gong

**Keywords:** miR-144/451, dendritic cell, interferon-regulatory factor 5, inflammatory bowel disease, immune regulation

## Abstract

The microRNAs miR-144/451 are highly conserved miRNA that is strongly induced during erythropoiesis. Despite the biological functions of miR-144/451 have been extensively studied in erythropoiesis and tumorigenesis, few studies have been conducted in immune responses. In this study, we showed that miR-144/451^-/-^ DCs exhibit increased activation. Mechanistically, the miR-144 directly targets the 3`-UTR of IRF5 and represses the expression of IRF5 in DCs. Ectopic expression of miR-144/451 by lentiviruses downregulates the levels of IRF5 and suppresses DCs function. In addition, knockdown of IRF5 by shRNA significantly inhibits activities of the miR-144/451^-/-^ DCs. Expression of miR144/451 was decreased in DCs from both patients with IBD and mice with DSS-colitis compared with controls. Human PBMC derived DCs were downregulated expression of miR144/451 after LPS stimulation. In the DSS-induced colitis mice model, we showed that ablation of the miR-144/451 gene causes severe colitis, and their DCs from both periphery and MLN expressed higher co-stimulatory molecules and pro-inflammatory cytokines than wild-type mice. In addition, DCs isolated from miR-144/451^-/-^ mice transfusion exacerbates mice colitis. In the bone marrow transplanted chimeric mice model, we show that miR-144/451^-/-^ bone marrow transplantation deteriorated DSS-induced colitis. At last, we treat the mice with miR-144/451 delivered by chitosan nanoparticles revealing protective effects in DSS-induced colitis mice. Thus, our results reveal a novel miR144/451-IRF5 pathway in DCs that protects experimental colitis. The manipulation of miR-144/451 expression and DCs activation in IBD patients may be a novel therapeutic approach for the treatment of inflammatory diseases.

## Introduction

Inflammatory bowel diseases (IBD), including two main clinical entities: Cohn’s disease (CD) and ulcerative colitis (UC) are characterized by both acute and chronic inflammation in the intestine. The etiology and pathogeny of IBD are largely unknown. Accumulating evidence have revealed that IBD is caused by dysregulated function of local immune cells such as dendritic cells (DCs), macrophages and T cells, and context cytokine production in the intestine (1, 2).

MicroRNAs are endogenous short (~19 to 22 nucleotides) RNA molecules that negatively regulate gene expression in animals and plants by targeting mRNAs for degradation or translation inhibition (3). There is increasing evidence indicating that miRNAs play important regulatory roles in immunity, and then contribute to both physiology and pathophysiology (4–6). Emerging studies from large IBD patient cohorts, together with mouse models that develop chronic intestinal inflammation resembling human IBD, have revealed that miRNAs regulate immune responses and contribute to IBD progression (7–9).

miR-144 and miR-451 are two highly conserved miRNA encoded by a bicistronic gene locus *miR-144/451* that is strongly induced during erythropoiesis and facilitates erythrocyte maturation in zebrafish, mice and human (10–12). GATA1, a master transcription factor that regulates erythropoiesis plays an essential role in miR-144/451 transcription (13). Our previous studies demonstrate that miR-451 directly targets mRNAs of *Cab39*, *Ywhaz* (encoding protein 14-3-3ζ) and *c-Myc* followed by activation of the downstream pathway in erythroid cells and B-lymphocytes (14–16). miR-144 directly targets the nuclear factor erythroid-2-related factor-2 (Nrf2) for mRNA degradation in hepatocellular carcinoma cell (17). A recent study shows that miR-451 limits T cell proliferative responses to infection in mice (18). In addition, we have found that miR-144/451 KO mice show increased antitumor immune responses of CD8^+^T cells to colorectal cancer and melanoma xenograft (Lin et al., unpublished data, 2022). Together, those evidences indicate that miR-144/451 contributes to the regulation of immune responses. However, the molecular mechanisms remain largely unknown.

Interferon regulatory factor (IRF) family are transcription factor comprises nine members in human, which play a critical role in antiviral defense, immune response, cell growth regulation and apoptosis (19, 20). IRF1 and IRF2 are directly bound to the positive regulatory domain 1 (PRDI) of the IFN-β gene to activate and repress the expression of the IFN-β gene. IRF3 and 7 are involved in the signal transduction mediated by virus, which is critical for the transcriptional activation of Type I IFN gene. While IRF-5 plays a role in apoptosis and inflammatory responses to pathogens. IRF5 is constitutively expressed in innate immune cells including (DCs), macrophages, and neutrophils. IRF5 is also induced in adaptive immune cells upon activation of the Toll-like receptor pathway (21, 22). Accumulating studies indicate that multiple polymorphisms of the IRF5 gene are involved in autoimmune diseases, such as rheumatoid arthritis (RA), systemic lupus erythematosus (SLE) (23, 24), and IBD (25, 26).

In the current study, we use miR-144/451 knockout mice, dextran sulfate sodium (DSS)-induced colitis model, and human IBD patient samples to demonstrate that miR-144/451 expression is decreased in DCs from IBD patients and DSS induced colitis compared with that from healthy donors. We also find that miR-144 targets 3`-UTR of IRF5 mRNA to deregulate DCs activation and ability to prime T cells. Elevated activation of DCs from miR-144/451 KO mice acerbates DSS-induced colitis. Thus, our data indicate that miR-144/451 may repress DCs activation in DSS-induced colitis by targeting IRF5.

## Methods

### Animals and cell line

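In the mouse reference annotation (GENCODE M21 on GRCm38), Mir144 lies on chromosome 11 from 78073005 to 78073070 on the plus strand, and Mir451a lies on the same strand from 78073170 to 78073241. The 2 precursors are 99 bp apart and together span 237 bp. The mature strand of miR-144 drawn in Figure 2A, 5′-GGATATCATCATATACTGTAAG-3′, matches the 5′ arm of the Mir144 hairpin at 78073010 to 78073031, and the 3′ arm holds TACAGTATAGATGATGTACT at 78073047 to 78073066. The nearest protein-coding gene downstream, Eral1, lies on the minus strand from 78073376 to 78080383 and ends 134 bp from Mir451a.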

miR-144/451 knockout (KO, C57BL/6J background, CD45.2^+^) mice lacking a 388 base pair segment of genomic DNA containing both the miR-144 and miR-451 precursors have been described previously (14). C57BL/6J wild type (WT, CD45.2^+^) mice were provided by the Comparative Medical Center of Yangzhou University (Yangzhou, China). CD45.1^+^ WT (C57BL/6J background) mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). All animals used in this study were 8-12 weeks old. 293T cells from American Type Culture Collection were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), streptomycin and penicillin.

### Human samples

Human peripheral blood samples were obtained from affiliated hospital (Yangzhou University, Yangzhou, China). The written informed consent was provided from each individual.

### miR-144/451 overexpression

420 base pairs of miR-144/451 genomic DNA were cloned and inserted into a pLVX-acGFP1 lentiviral expression vector. Lentiviruses were packaged with vector pLP1, pLP2 and pLP/VSVG in 293T cells by Lipofectamine 3000 Reagent (ThermoFisher). 293T cells or DCs were infected with lentiviruses together with polybrene (10 µg/ml) for 24 or 48 hours. The infection rate of lentivirus was tested in 293T cells as shown in **Supplementary Figure 3A**.

### IRF5 knockdown

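Both shRNA sense strands were matched to the mouse transcripts of GENCODE M21 (GRCm38), and among them each matched Irf5 alone, in the coding sequence. The sense strand of shRNA1, GGGACAACACCATCTTCAAGG, matched 5 Irf5 transcripts and spans the junction of exons 2 and 3 of the 2189-nt transcript, between positions 29531312 and 29533952 of chromosome 6. The sense strand of shRNA2, GGTTGCTGCTGGAGATGTTCT, matched 3 Irf5 transcripts and lies in exon 9 of the same transcript, from 29536559 to 29536579. The target of shRNA2 ends upstream of the annotated 3′-UTR, which covers 29536786 to 29537319 in the same exon.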

IRF5-shRNA was designed using BLOCK-iT RNAi Designer (http://rnaidesigner.thermofisher.com/rnaiexpress, ThermoFisher). shRNA1: 5`- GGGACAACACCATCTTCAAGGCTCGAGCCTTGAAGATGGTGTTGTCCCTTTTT-3`, shRNA2: 5`-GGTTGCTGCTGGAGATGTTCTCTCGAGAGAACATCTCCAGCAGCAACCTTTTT-3`. Target sequences and negative control NC-shRNA (provided by GeneCreate, Wuhan, China) were inserted in the pLVx-shRNA2 vector. Lentiviruses were packaged in 293T cells.

### Antibodies and flow cytometry

Antibodies used in flow cytometry include anti-mouse-CD11b (M1/70), CD11c (N418), CD80 (16-10A1), CD86 (GL-1), H2K^b^ (5041.16.1), I-A/I-E (M5/114.15.2), CD1d (1B1), TNF-α (MP6-XT22), IL-6 (MP5-20F3), CD3 (17A2), CD4 (GK1.5), CD8 (53-6.7), CD69 (H1.2F3), NKG2D (CX5), IFN-γ (XMG1.2) and anti-human-CD11b (M1/70), CD11c (3.9), CD80 (2D10.4), CD86 (IT2.2), TNF-α (MAb11) were obtained from BioLegend (San Diego, CA, USA) or Thermo Fisher (Waltham, Mass, USA). Cells were treated or permeabilized, stained with corresponding antibodies, and analyzed by BD FACSVerse system and FlowJo software (version 10.4, FlowJo LLC, Franklin Lakes, NJ, USA).

### Cell sorting

CD11c^+^ DCs (PE anti-CD11c and anti-PE MicroBeads, Miltenyi Biotec), CD8^+^T (Ly-2 MicroBeads), and CD4^+^T (L3T4 MicroBeads) cells were sorted by magnetic activated cell sorting (MACS) according to the manufacturer’s protocol.

### Quantitative real-time PCR (qRT-PCR)

Cells with corresponding treatment were harvested and stored in TRizol reagent (Invitrogen, CA, USA). Total RNA was extracted and assessed quality by NanoDrop (Thermo Fisher). RNA was reverse transcribed to cDNA using Takara Prime Script RT reagent kit with gDNA Eraser (Takara Bio Inc). The primer sequences used in this study were as follow, IRF5: foreword-5`-CCTCCCAACGCACCCTATT-3`, reverse -5`-ATCAGCAGGTCAGGCAAGA-3`. 

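Both IRF5 primers match the mouse Irf5 coding sequence in GENCODE M21 (GRCm38). On chromosome 6 the forward primer covers 29535270 to 29535288 and the reverse primer covers 29535472 to 29535490, both in exon 6 of the transcript with 9 exons and 2189 nt. The product computed from this transcript is 221 bp long, and both of its ends lie in the same exon.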

GAPDH: foreword-5`- CCACTCACGGCAAATTCAAC-3`, reverse -5`-CTCCACGACATACTCAGCAC-3`. The relative expression level was calculated using the 2^−ΔΔ^CT method. Primers for microRNA quantification were designed by miRAN Design software (Vazyme Biotech, Nanjing, China): RT-miR-144-5`-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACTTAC-3`, miR-144F5`-GCGCGGGATATCATCATATACT-3`; RT-miR-451-5`-GTCGTATCCAGTGCA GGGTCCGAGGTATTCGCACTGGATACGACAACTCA-3`; miR-451F-5`-CGCGAAACCGTTACCATTAC -3`. miRNA 1st Strand cDNA Synthesis Kit by stem-loop and miRNA Universal SYBR qPCR Master Mix (Vazyme Biotech) were used for microRNA quantification.

### Western blot

Fresh isolated or treated DCs were rinsed with cold PBS and lysed in lysis buffer (Beyotime Biotechnology, Shanghai, China). The protein concentration was measured using NanoDrop. Equal amounts of protein were separated by 12% SDS-PAGE and transferred to polyvinylidene fluoride membranes; nonspecific sites were blocked with 5% BSA in TBST and the membranes were then incubated with dilutions of the primary antibody as recommended by the manufacturer. The antibodies used are as follows: anti-IRF5(1:1000, 96527), anti-β actin (1:5000, 3700) (CellSignaling, Beverly, MA, USA), HRP conjugated anti-rabbit secondary antibody (1:2000, Invitrogen, Grand Island, NY, USA). Western blots were visualized using the enhanced chemiluminescent (ECL) reagent (Thermo Fisher).

### Dual-luciferase reporter assay

228 base pair segments of IRF5 3’-UTR containing the target sequences (wild type and mutated) of miR-144 were cloned into the pGL3-BS vector (Supplementary **Figure 2D**) (14). 293T cells were transfected with the pGL3-BS plasmid using the Lipofectamine 3000 transfection reagent (Invitrogen). The pRL-TK vector was used as an internal control reporter. The luciferase activities were monitored 24 hours post-transfection using the Promega Dual-Luciferase Reporter assay system (Promega Corporation, Madison, Wisconsin, USA).

### DSS-induced colitis

8-12 weeks old female mice were fed with DSS (2.5%, molecular weight 36000–50000, MP Biomedicals, Santa Ana, CA, USA) in drinking water for 6 days followed by DSS-free water (27). The body weight changes, diarrhea, and stool conditions were documented daily and used to assess the disease activity of colitis. The disease activity index (DAI) was measured as reported previously.

### Bone marrow and DC transplantation

In the BMT model, recipient mice were pretreated with busulfan (i.p. three times of 90 mg/kg total dose per mouse. *i.e.*, for 20 g mouse, administer 600 µg of busulfan at day -7, -5 and -3). Donor bone marrow cells were freshly isolation from femur and tibia of donor mice, and then adoptively transferred to recipient mice (2 × 10^6^ bone marrow cells per mouse) *via* tail vein. Recipient mice were supplied with water containing gentamicin and erythromycin for 2 weeks before the followed procedures. For the DCs transplantation model, CD11c^+^ DCs were sorted and transferred to recipient mice (2 × 10^6^ cells/mouse *via* tail vein).

### H&E stain

Mouse colonic tissues were fixed and embedded in paraffin according to standard procedures. Colon sections (5 μm) were mounted on glass slides and stained with hematoxylin and eosin (H&E). Pathological evaluations were performed based on an earlier study (28).

### Preparation of chitosan-plasmid nanoparticles

Chitosan nanoparticles were prepared as previously described (29). The solution of the control vector or vector containing pri-miR-144/451 segments (1 mg/ml) was dropwisely added into an equal amount of chitosan solutions (1 mg/ml). Mixed solutions were shaken and centrifuged, the sediments were dissolved with PBS (1 mg/ml). For *in vivo* delivery study, mice were treated with nanoparticles daily (chitosan-plasmid, 100 μg/mouse).

### Statistical analysis

All data were presented as the means ± SEM. Differences between two samples were analyzed using an unpaired, two-sided Student’s t-test. Multiple comparisons were performed using two-way ANOVA, and p values were adjusted using Tukey’s method. p values of less than or equal to 0.05 were considered statistically significant. Statistical analyses were performed using GraphPad Software Prism 9. Statistical significance was indicated as *p<0.05, **p<0.01, ***p<0.001.

## Results

### MiR-144/451 ablation upregulates DC activation

We first evaluated the DCs activities in miR-144/451 KO mice under physiological conditions. The frequency of DCs was similar between KO and WT mice (**Figure 1A** and **Supplementary Figure 1A**). Whereas the expression of costimulatory molecules (CD80, CD86 and CD40) were significantly upregulated in DCs from KO mice compared to those with WT mice (**Figure 1B** and **Supplementary Figure 1B**). The expression of antigen presentation molecules (H2K^b^, I-A/I-E, CD1d) was not dramatically changed in DCs from KO mice (**Supplementary Figures 1C, D**). Simultaneously, elevated levels of pro-inflammatory factor TNF-α and IL-6 were observed in DCs from KO mice (**Figure 1C**). DCs are the main antigen-presenting cells for T cell activation and polarization. We therefore determined the ability to prime T cells of DCs in co-culture system. DCs from both WT and KO mice shows promoted T cell activation after co-culture. Notably, the DCs from KO mice showed the potent capacity for T priming than DCs from WT mice (**Figures 1D**, **E** and **Supplementary Figures 1E–G**). Together, these findings indicated that miR-144/451 inhibits DC activation in mice.

**Figure 1:**
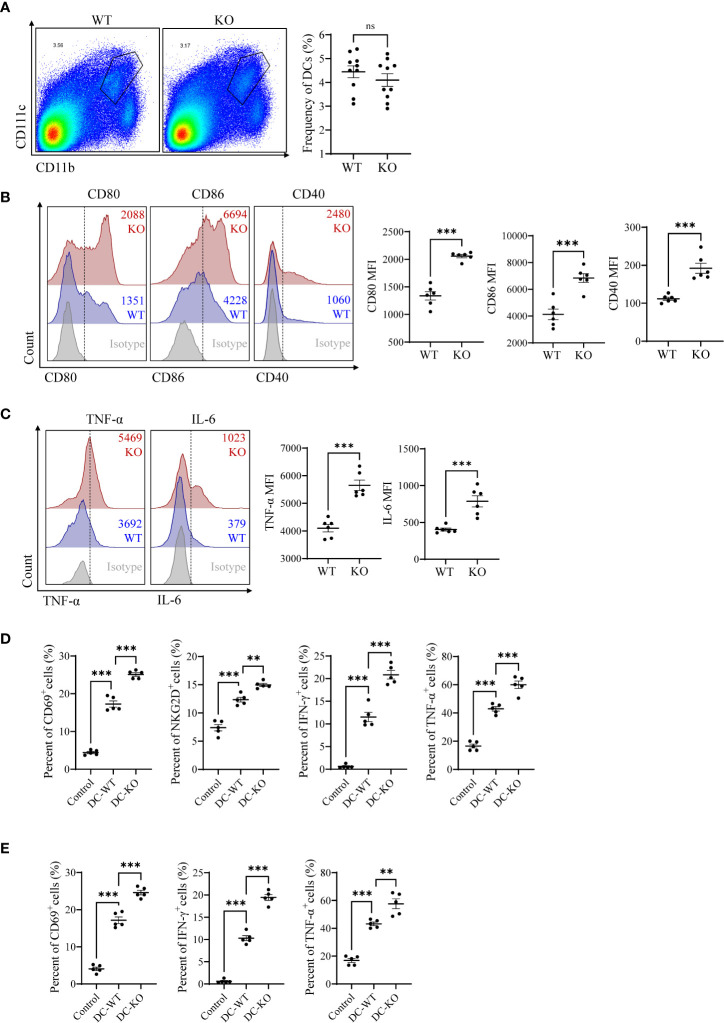
miR-144/451 ablation upregulates DCs activation. Frequency of CD11b^+^CD11c^+^ DCs in the spleen of WT or miR-144/451 KO mice **(A)**. Expression of CD80, CD86 and CD40 on splenic DCs **(B)**. Intracellular staining of TNF-α and IL-6 on splenic DCs stimulated 5 h with PMA/Ionomycin plus BFA **(C)**. CD8^+^T cells **(D)** and CD4^+^T cells **(E)** were co-cultured with WT or miR-144/451 KO DCs for 24 h, expression of surface markers CD69, NKG2D and intracellular cytokines IFN-γ, TNF-α was detected. Ns. no significance, **p<0.01, ***p<0.001.

### Identification of IRF5 as a target of miR-144/451

To investigate whether miR-144/451 directly represses DCs function by regulating genes expression. We performed transcriptome sequencing. 

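The transcriptome data analysed here comprise 6 RNA-seq libraries, 3 from WT and 3 from KO mice. The sample records describe the sequenced cells as untreated CD8a+ leukocytes of the spleen, and the paper's text does not name the cells that were sequenced. CD8a is a chain of the co-receptor of cytotoxic T cells and is also carried by a subset of splenic DCs. The libraries were made with a SMARTER mRNA kit. The authors deposited values for 44678 Ensembl genes that are, as far as the values show, expected counts, which are estimated read counts that need not be whole and are not normalized. The counts summed to 8790077, 8876570 and 8143971 in WT libraries 1 to 3 and to 8540403, 8232286 and 8792983 in KO libraries 1 to 3. At these totals, 3 counts correspond to between 0.338 and 0.368 CPM (counts scaled to the library total), a floor that covers counting error only. The aligner, the counting program, the annotation and the use of strand are not named in the paper's text or in the sample records. Counts were rounded to whole numbers, and 13024 genes passed edgeR's filter on low counts. KO was compared with WT by edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment over these genes.
Mir144 and Mir451a had a count of 0 in each of the 6 libraries, WT libraries included, so the deletion could not be read from these counts. Libraries of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom between 6.45 and 23.6 over the 6 within-genotype pairs. Cd8a reached 904 ± 185 CPM (SD, n = 3) in WT and 732 ± 279 CPM (SD, n = 3) in KO libraries. Itgax, which encodes CD11c, reached 112 ± 11.8 CPM (SD, n = 3) in WT and 124 ± 21.3 CPM (SD, n = 3) in KO libraries. Cd3e, a T cell receptor component, reached 360 ± 53.3 CPM (SD, n = 3) in WT and 294 ± 89.6 CPM (SD, n = 3) in KO libraries. The WT and KO ranges overlapped for all of Cd8a, Itgax and Cd3e. Single genes do not show that the cell content was equal. In lists of marker genes, 1 of 14 CD8 T cell genes and 12 of 12 monocyte genes were higher in KO libraries.
A total of 4 genes had an adjusted p-value under 0.05, of which 2 were higher and 2 lower in KO libraries. At an unadjusted p-value under 0.05 there were 814 genes, or 6.25% of those tested, where 651 are expected by chance. Of the 814 genes, 539 were higher and 275 lower in KO libraries. The KO and WT ranges did not overlap for 11.5% of the genes, against 10% expected by chance for 3 libraries against 3. The number of genes under the adjusted threshold moved most with the library left out, and reached 94 without KO replicate 3.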

In silico analyses, using the KEGG cluster profile, we found that the inflammatory pathways including chemokine, NF-κB, TLR signaling pathways were significantly changed (**Supplementary Figure 2A**). 

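KEGG's own gene lists were not used here, and lists of genes of the TLR, NF-κB and chemokine signaling pathways were written by hand from general knowledge. Of their genes, 80 of 86 in the TLR list, 82 of 87 in the NF-κB list and 138 of 172 in the chemokine list had enough counts to be tested. No gene among the 4 with an adjusted p-value under 0.05 belonged to any of the 3 lists. With only 4 genes called, at most 0.042 were expected in any list by chance, so this says little about the lists. At an unadjusted p-value under 0.05, 8 genes of the TLR list were among the 814 against 5.00 expected (one-sided Fisher's exact test, p = 0.126). The corresponding numbers were 6 against 5.13 for the NF-κB list (p = 0.407, the same exact test) and 11 against 8.63 for the chemokine list (p = 0.245, the same exact test). When p-values were adjusted within each list alone, 1 gene of the NF-κB list and no gene of the TLR or chemokine list passed 0.05.
The lists were also compared as wholes with all other genes by limma's camera, with Benjamini-Hochberg adjustment over the 3 lists. The TLR list had a median log2 fold change of 0.081 in KO against WT, with 53 of 80 genes higher (limma's camera, adjusted p = 0.0431). The NF-κB list had a median of 0.073, with 57 of 82 genes higher (limma's camera, adjusted p = 0.0457). The chemokine list had a median of 0.029, with 84 of 138 genes higher (limma's camera, adjusted p = 0.0956). The alternative that moved the medians of the TLR and NF-κB lists most took the mean level of B cell, monocyte and DC marker genes as a covariate, and was chosen after the data were seen. They were then 0.012 for the TLR list (limma's camera, adjusted p = 0.887) and -0.037 for the NF-κB list (limma's camera, adjusted p = 0.309). The covariate was itself 0.44 higher in KO than in WT libraries and could also take off an effect of genotype. With Reactome's sets in place of the hand-written ones, the camera adjusted p-value was 0.12 for TLR cascades, 0.902 for NF-κB activation by TAK1 and 0.72 for chemokine receptors, whose median of 0.19 was the largest move of the chemokine result. With fgsea in place of camera on the hand-written lists, the adjusted p-value was 0.00413 for the TLR list, 0.0119 for the NF-κB list and 0.00979 for the chemokine list. The fgsea p-values come from resampling genes, not libraries, and the lists share genes.

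**Figure D1:**
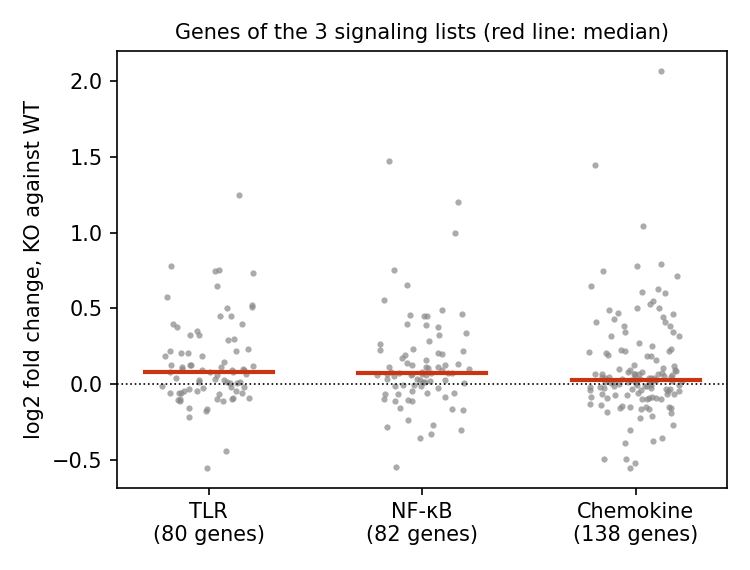
Log2 fold change between KO and WT libraries (y axis) of each tested gene of the TLR, NF-κB and chemokine lists (x axis), 1 grey point per gene and a red line at the median. The medians lie at 0.081, 0.073 and 0.029, close to the dotted line at 0.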

Meanwhile, we searched several online databases, the sequence of miR-144 is partially complementary to a sequence within the 3′-UTRs IRF5 mRNA (**Figure 2A**). 

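Mouse Irf5 lies on chromosome 6 from 29526625 to 29541871 on the plus strand (GENCODE M21, GRCm38), with 6 annotated transcripts. The 3′-UTR of the 2189-nt and 2241-nt transcripts is 534 nt long and lies in exon 9, from 29536786 to 29537319. The 1693-nt transcript ends in another exon, exon 10, with a 3′-UTR of 130 nt from 29541742 to 29541871. Figure 2A pairs miR-144 with the 25-nt sequence ATTACATGTATTTATGATGATATGA, through 11 continuous bases, TATGATGATAT. This run pairs with positions 3 to 13 of the miR-144 strand shown, counted from its 5′ end. Neither the 25-nt sequence nor its 11-nt core occurs in the 6 Irf5 transcripts, in which the longest run shared with the 25-nt sequence is 7 nt. The 25-nt sequence was also not found in any of the 141767 mouse transcripts searched. No Irf5 transcript of this annotation has in its 3′-UTR a 7-mer match to positions 2 to 8 of miR-144-5p, miR-144-3p or miR-451. Human IRF5 and mouse sequence outside the annotated transcripts were not analysed here.

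**Figure D2:**
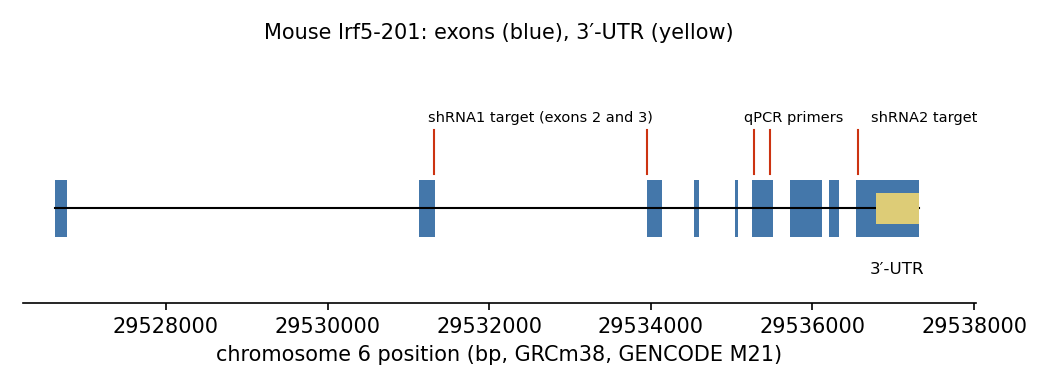
Map of the 2189-nt transcript of mouse Irf5 along chromosome 6 of GRCm38 (x axis, bp), with exons in blue, the 534-nt 3′-UTR in yellow and red ticks at the shRNA targets and qPCR primers given in the methods. All red ticks lie upstream of the 3′-UTR, which starts at 29536786.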

Previous study reveals that IRF-5 critically contributes to TLR mediated production of pro-inflammatory cytokine TNF-α and IL-6 in DCs (30). Up-regulation of IRF5 transcription was also observed in KEGG pathway and heat map analyses (**Supplementary Figures 2B, C**). 

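Irf5 (ENSMUSG00000029771) had counts of 985, 626 and 727 in WT libraries 1 to 3 and of 1048, 1137 and 682 in KO libraries 1 to 3. After TMM normalization this was 91.3 ± 20.5 CPM (SD, n = 3) in WT and 112 ± 30.4 (SD, n = 3) in KO libraries. The log2 fold change was 0.29 with a standard error of 0.23 (adjusted p = 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the means was close to the SD of the WT libraries and below that of the KO libraries. The KO and WT ranges overlapped, with 2 of 3 KO libraries above all WT libraries (two-sided exact permutation test, p = 0.4, where the smallest p that 3 against 3 allow is 0.1). With each library left out in turn, the log2 fold change stayed between 0.13 and 0.48. With the level of B cell, monocyte and DC marker genes as a covariate, it was -0.11 with a standard error of 0.11 (adjusted p = 0.93 from the same edgeR test). That level was itself higher in KO libraries, so the covariate could also take off an effect of genotype. Over 411 bp of its exons, Irf5 overlaps Tnpo3 on the opposite strand, and reads there are uncertain because the use of strand in the counting is not stated.
Among the other interferon regulatory factors named in the paper, Irf7 and Irf2 had log2 fold changes of 0.18 and 0.091 (adjusted p = 0.817 and 0.875 from the same edgeR test). Irf1 and Irf3 had log2 fold changes of -0.18 and -0.17 (adjusted p = 0.816 and 0.786 from the same edgeR test). Of the 38 genes named in the paper, 34 could be tested, and 21 of these were higher and 13 lower in KO libraries, while with the marker covariate 13 were higher. None had an adjusted p-value under 0.05, whether adjusted over all genes or over these 34 alone, and 3 had an unadjusted p-value under 0.05. These were Flt3, Cd86 and Irf3, with log2 fold changes of 0.49, 0.32 and -0.17.
The paper states that IRF5 transcription was up-regulated in its pathway and heat map analyses, and joins this with the predicted miR-144 site and with earlier work on IRF-5 in TLR-mediated cytokine production. The paper therefore proceeds to test the IRF5 3′-UTR in a luciferase reporter.

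**Figure D3:**
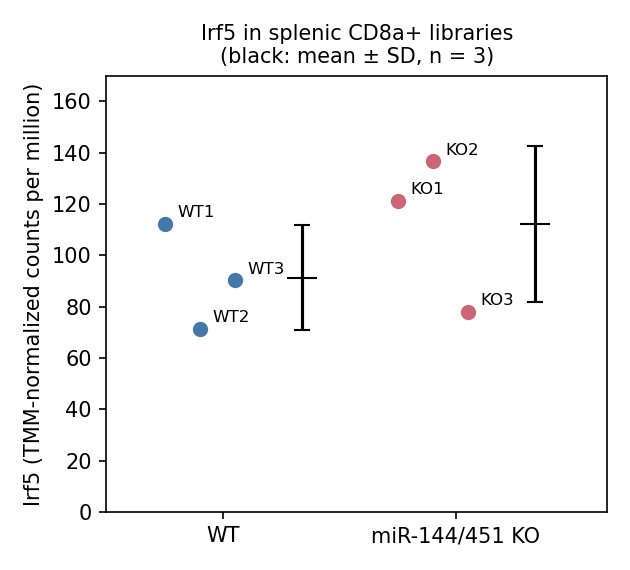
Irf5 in TMM-normalized CPM (y axis) in the 3 WT and 3 KO libraries (x axis), 1 labelled point per library, with the mean and SD of each genotype in black. KO3, at 78.1, lies below the WT mean of 91.3.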

We therefore constructed luciferase reporter plasmid pGL3 containing native or mutant version 3′-UTRs of IRF5 mRNA (**Figure 2B** and **Supplementary Figure 2D**). In luciferase reporter assay, luciferase activity in cells with native 3′-UTRs of IRF5 mRNA was dramatically inhibited by co-transfection with miR144/451. Mutation of IRF5 mRNA 3′-UTRs abrogated repression of luciferase activity (**Figure 2C**).

**Figure 2:**
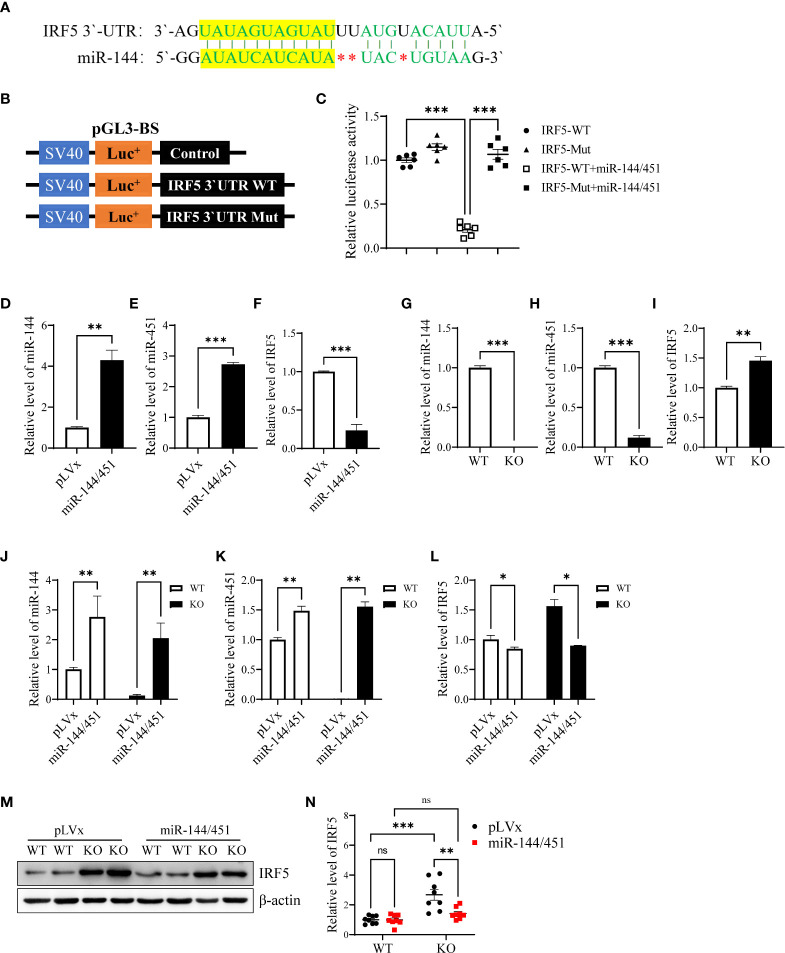
Identification of IRF5 as a target of miR-144/451. Nucleotide sequence alignments showing complementarity between the 3′-UTRs of IRF5 mRNAs and miR-144 **(A)**. Native and mutant version 3′-UTRs of IRF5 mRNAs were inserted into the pGL3-BS vector **(B)**, and statistic bars represent the Firefly/Renilla luciferase activity detected in 293T cells **(C)**. Expression of miR-144 **(D)**, miR-451 **(E)** and IRF-5 Mrna **(F)** was detected in 293T cells after 24 h lentiviruses infection. Expression of miR-144 **(G)**, miR-451 **(H)** and IRF-5 mRNA **(I)** were detected in fresh isolated DCs from the spleen of WT or miR-144/451 KO mice. Expression of miR-144 **(J)**, miR-451 **(K)** and IRF-5 mRNA **(L)** were detected in DCs 24 h after lentiviruses infection (n = 3). Expression of IRF-5 protein was assayed in DCs 48 h after lentiviruses infection **(M)**, and bars represent the ratio of IRF-5/β-actin **(N)**. Ns. no significance, *p<0.05, **p<0.01, ***p<0.001.

Next, we overexpressed miR-144/451 in 293T cells using miR-144/451 lentiviruses (**Supplementary Figure 3A**). Expression of miR-144 and miR-451 was increased after miR-144/451 lentiviruses infection (**Figures 2D, E**). In contrast, the expression of IRF5 mRNA was significantly repressed after miR-144/451 lentiviruses infection (**Figure 2F**). Expression of miR-144 and miR-451 was eliminated in DCs from miR-144/451 KO mice (**Figures 2G, H**), whereas the expression of IRF5 was increased in miR-144/451 KO DCs (**Figure 2I**). Overexpression of miR-144/451 in DCs significantly downregulated IRF5 mRNA (**Figures 2J–L**) and protein levels (**Figures 2M, N**). Together, these results verify that miR-144/451 directly represses the expression of IRF5 in DCs.

### Ectopic expression of miR-144/451 downregulates DCs function

To confirm there was a negative correlation between the levels of miR-144/451 and DCs activation. We packed miR-144/451-expressing lentiviruses, and the efficiency of infection was assayed in 293T cells (**Supplementary Figure 3A**). The frequency of CD11b^+^CD11c^+^ splenic DCs was not changed after miR-144/451 ectopic expression (**Figure 3A** and **Supplementary Figure 3B**). Whereas, expression of costimulatory molecules (**Figures 3B–D** and **Supplementary Figure 3C–E**) and TNF-α (**Figure 3E**) on miR-144/451 KO DCs were significantly decreased after ectopic miR-144/451 expression. In addition, the expression of activation molecules CD69, NKG2D (**Figures 3F, G** and **Supplementary Figure 3F**), and cytokine IFN-γ and TNF-α (**Figures 3H, I** and **Supplementary Figure 3G**) in CD8^+^T cells were significantly decreased after co-culture with miR-144/451-overexpressing DCs. Next, we determined whether miR-144/451 overexpression deregulates the activation of human DCs. Human PBMC-derived DCs (**Supplementary Figure 3H**) were isolated and infected with miR-144/451 lentiviruses. The expression of CD80 and TNF-a, but not CD86, were significantly down-regulated in the miR-144/451 group compared with those in control DCs (**Figures 3J, K** and **Supplementary Figure 3I**). Together, these data verify that miR-144/451 directly suppresses the activation of DCs.

**Figure 3:**
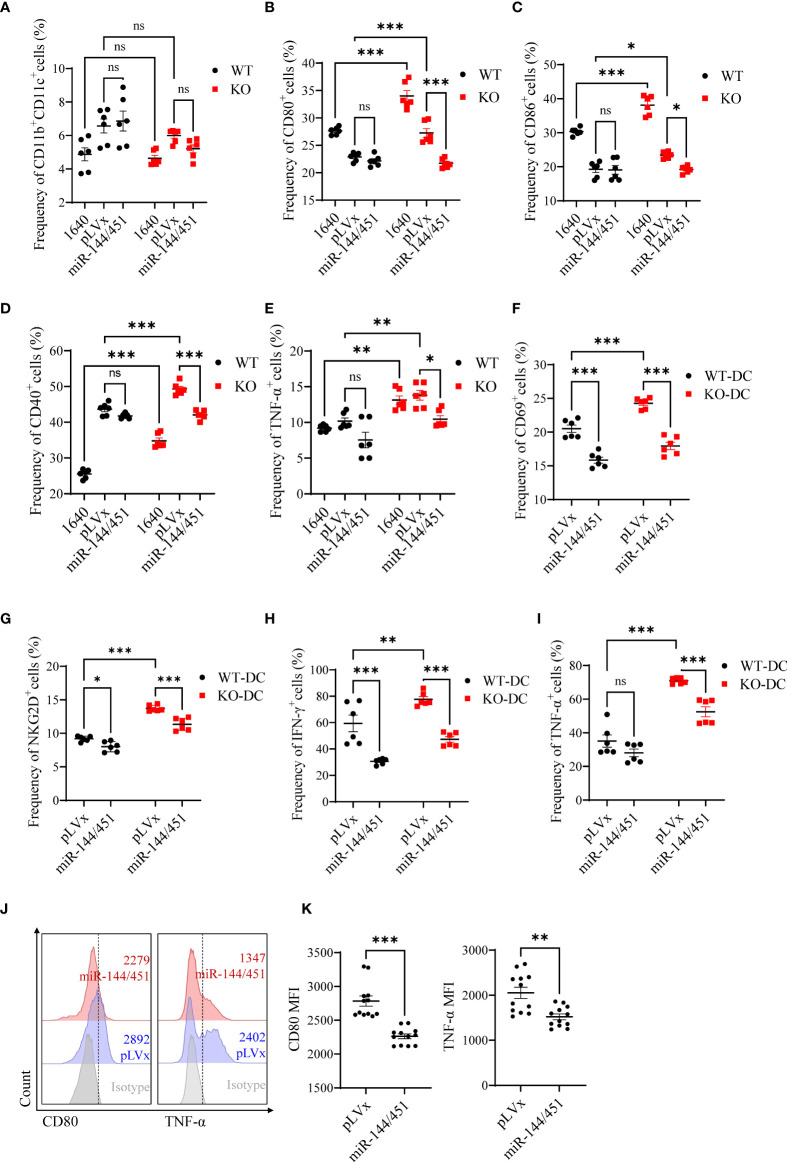
Ectopic expression of miR-144/451 downregulates DCs function. Mice splenic DCs were infected with lentiviruses for 24 h, the frequency of DCs **(A)** and expression of CD80 **(B)**, CD86 **(C)**, CD40 **(D)** and TNF-α **(E)** on DCs was detected. CD8^+^T cells were co-cultured with lentiviruses infected DCs for 24 h, surface markers CD69 **(F)**, NKG2D **(G)** and intracellular cytokines IFN-γ **(H)**, TNF-α **(I)** were detected in CD8^+^T cells. Human PBMCs were cultured in presence of GM-CSF (50 ng/ml) and IL-4 (50 ng/ml) for 5 days. Expression of CD80 and TNF-α **(J, K)** by monocyte-derived DCs were detected after 48 h lentiviruses infection. Ns. no significance, *p<0.05, **p<0.01, ***p<0.001.

### Knockdown of IRF5 inhibited activities of miR-144/451^-/-^ DCs

To determine whether miR-144/451 represses DCs function *via* IRF5, we packaged shRNA-expressing lentiviruses to knock down IRF5. We infected DCs with shRNA lentiviruses for 24 h or 48h, then quantitated the IRF5 mRNA expression (**Figure 4A**) and IRF5 protein levels (**Figures 4B**, **C**) in the cells. Knockdown IRF5 in DCs significantly repressed costimulatory molecules CD80 expression (**Figures 4D**, **E**), but no changes in CD86 levels (**Supplementary Figure 4A**). At the same time, TNF-α production was significantly down-regulated in DCs after shRNA2 lentivirus infection (**Figures 4F**, **G** and **Supplementary Figure 4B**). Together, these findings further confirmed that miR-144/451 directly inhibits the expression of IRF5 and that this interaction represses DCs function.

**Figure 4:**
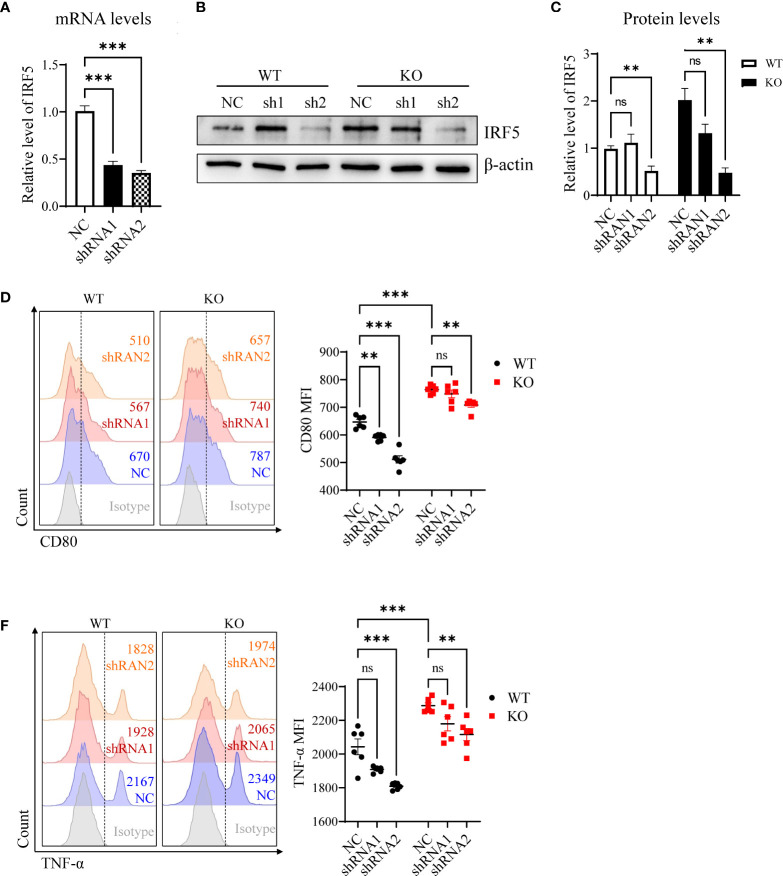
Knockdown of IRF-5 inhibits activities of DCs. Expression of IRF-5 mRNA was detected in DCs after 24 h lentiviruses infection **(A)**. IRF-5 protein level was measured in DCs after 48 h lentiviruses infection **(B)**, and statistic bars represent the ratio of IRF-5/β-actin **(C)** n = 5). Expression of CD80 **(D, E)** and TNF-α **(F, G)** on splenic DCs after lentiviruses infection. The statistical graph represents the mean fluorescence intensity gated on CD11b^+^CD11c^+^ cells. Ns. no significance, **p<0.01, ***p<0.001.

### miR-144/451 KO exacerbates DSS-induced colitis by enhanced DC activation

Dendritic cells are central to the regulation of immune function in the intestine. To investigate whether miR-144/451 abnormality-induced DCs activation is involved in DSS-induced mouse colitis, we first assayed the expression of miR-144/451 and IRF5 in DCs from colitis mice. As shown in **Supplementary Figure 5A**, expression of miR-144/451 was decreased in DCs at day 3, day 5 after mice were treated with DSS, together with significantly upregulated levels of IRF5 (**Supplementary Figure 5A**).

Next, we determined the levels of miR-144/451 and IRF5 in DCs from IBD patients. Similar to colitis mice, miR-144/451 expression was ablated, paralleled with increased IRF5 levels in DCs from IBD (**Supplementary Figure 5B**). If miR-144/451 has negative correlation with DCs activation, decreased expression of miR-144/451 should be observed in DCs under activated conditions. We therefore treated human DCs with LPS to activation, and then assayed the levels of miR-144/451 and IRF5. As expected, repressed miR-144/451 expression and increased IRF5 levels were obtained in LPS treated human DCs (**Supplementary Figure 5C**).

We then evaluated the sensitivity of miR-144/451 KO mice to DSS-induced colitis. miR-144/451 KO mice developed severer colitis with a dramatic decrease in body weight, colon length, survivals and increase of disease activity index and pathological scores than WT mice (**Figures 5A–F** and **Supplementary Figure 5D, E**). Additionally, the frequency of DC from the spleen and blood were both decreased in KO mice after DSS treatment (**Figures 5G**, **H**). In contrast, the frequency of DCs was increased in mesenteric lymph nodes of DSS-treated KO mice (**Figure 5I**). Consistent with miR-144/451 KO DC activation in physiological status, expression of CD80, CD86 and TNF-α were increased in DCs of the spleen, blood and MLN from DSS treated KO mice (**Figures 5G–I** and **Supplementary Figure 5F–H**).

**Figure 5:**
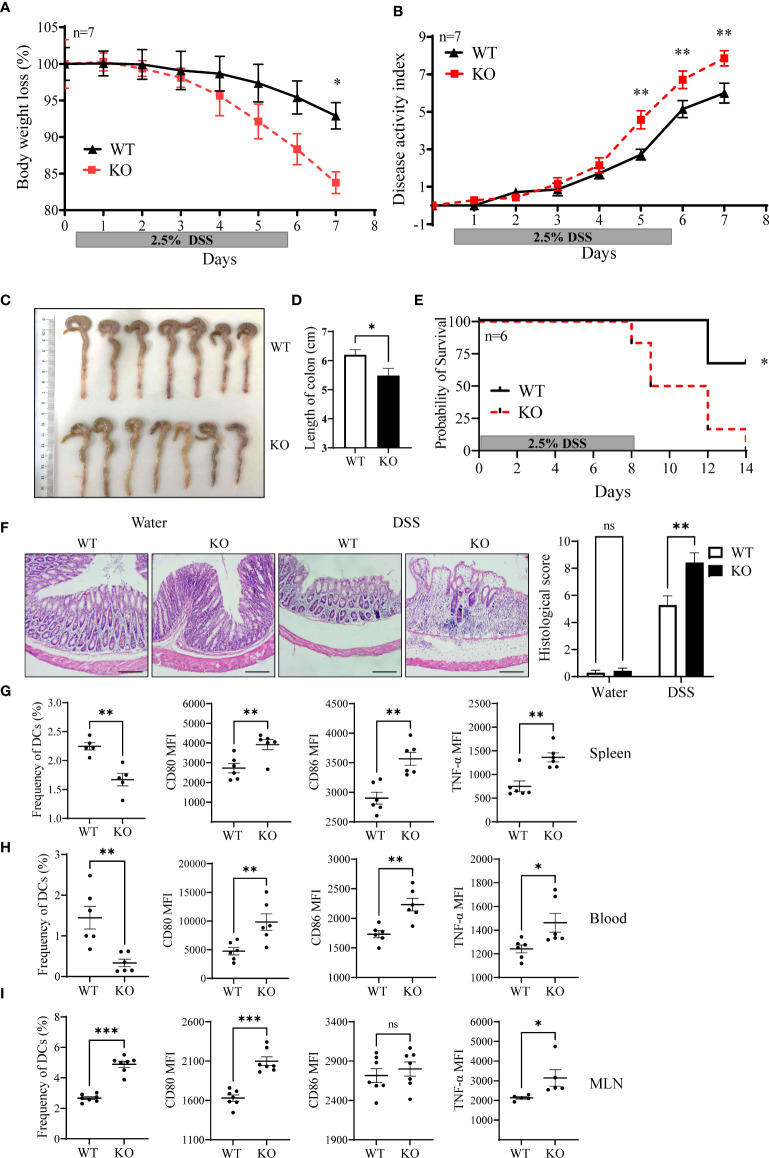
miR-144/451 KO exacerbates DSS-induced mice colitis. WT and miR-144/451 KO mice were treated with 2.5% DSS. Changes in body weight **(A)**. Disease activity index of colitis **(B)**. Morphology of colons **(C)**, and bars represent the length of colons **(D)**. Survival curve of mice with colitis **(E)**. Histological sections and pathological scores **(F)**, 40 ×). Frequency of DCs, and expression of CD80, CD86 and TNF-α on DCs from spleen **(G)**, Blood **(H)** and MLN **(I)** of colitis mice. Ns. no significance, *p<0.05, **p<0.01, ***p<0.001.

Next, we sorted the DCs from WT and KO mice, and adoptively transferred them *via* tail vein to DSS treated CD45.1^+^ WT mice. miR-144/451 KO DC transplantation significantly exacerbated DSS-induced colitis, as demonstrated by body weight loss (**Figure 6A**), disease activity index (**Figure 6B**) and colon length (**Figures 6C**, **D**). The frequency of CD45.2^+^ DCs from spleen or MLN was not changed between WT and KO mice (**Figure 6E** and **Supplementary Figure 6A**). Whereas, levels of CD80, CD86 and IL-6 on DCs were increased in miR-144/451 KO DC-transplanted mice (**Figures 6F**– **I**). Together, these data demonstrate that miR-144/451 KO exacerbates DSS-induced colitis through enhanced DCs activation.

**Figure 6:**
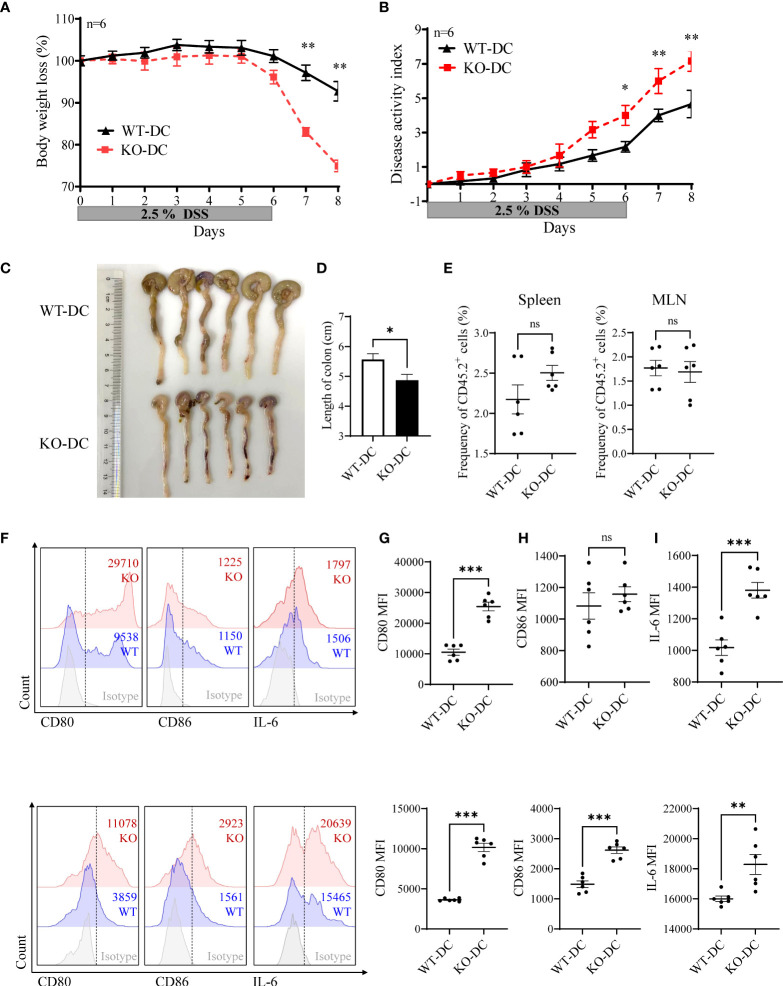
miR-144/451^-/-^ DCs-transplantation exacerbates DSS-induced mice colitis. CD45.1^+^ WT recipient mouse was treated with 2.5% DSS, and adoptively transferred with WT (CD45.2^+^, n=6) or miR-144/451 KO (CD45.2^+^, n=6) DCs *via* tail vein at day -1, day 3 and day 5. Changes in body weight **(A)**. Disease activity index of colitis **(B)**. Morphology of colons **(C)**, and bars represent the length of colons **(D)**. Frequency of CD45.2^+^ cells in spleen and MLN of recipient mice **(E)**. Expression of CD80, CD86 and IL-6 on CD45.2^+^ DCs from spleen **(F, G)** and MLN **(H, I)** of colitis mice. Ns. no significance, *p<0.05, **p<0.01, ***p<0.001.

### Verification of enhanced DC activation in miR-144/451 KO mice by bone marrow transplantation

To determine whether increased activation of miR-144/451 KO DCs is due to endogenic regulation or cell development microenvironment. Chimeric mice were established after bone marrow transplantation. CD45.1^+^ WT mice were treated with busulfan (**Supplementary Figure 6B**) and adoptively transferred with WT or miR-144/451 KO bone marrows (CD45.2^+^, **Supplementary Figure 6C**). The frequency of CD45.2^+^ DCs was significantly increased in KO bone marrow-transplanted mice (**Figure 7A** and **Supplementary Figure 6C**). Furthermore, the expression of costimulatory molecules (**Figures 7B, C** and **Supplementary Figure 6D**), antigen presentation molecules (**Figures 7D**, **E** and **Supplementary Figure 6E**) and cytokines (**Figures 7F**, **G** and **Supplementary Figure 6F**) on these DCs were upregulated.

**Figure 7:**
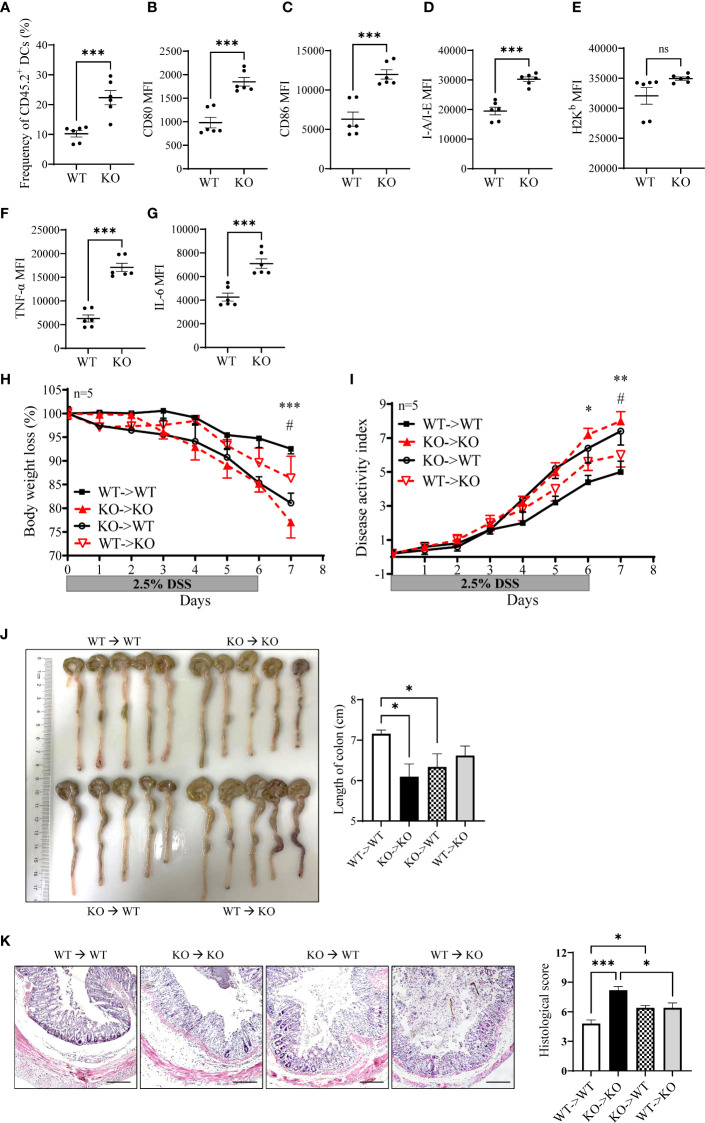
Enhanced DC activation verified by bone marrow transplantation. CD45.1^+^ WT recipient mouse was treated with busulfan and adoptively transferred with bone marrow (CD45.2^+^). Frequency of CD45.2^+^ DCs in the spleen of the recipient **(A)**. Expression of CD80 **(B)**, CD86 **(C)**, I-A/I-E **(D)**, H2K^b^ **(E)**, TNF-a **(F)** and IL-6 **(G)** on CD45.2^+^ DCs. The sensibility of DSS-induced colitis was evaluated in the bone marrow transplantation model. WT (CD45.1^+^) or miR-144/451 KO bone marrow (CD45.2^+^) were injected into busulfan-treated KO or WT mice respectively (n = 5). Changes in body weight **(H)**. Disease activity index of colitis **(I)**. Morphology of colons, and bars represent the length of colons **(J)**. Histological sections and pathological scores **(K)**, 40 ×). *WT to WT vs. KO to KO, ^#^WT to WT vs. KO to WT. Ns. no significance, *p<0.05, **p<0.01, ***p<0.001.

Next, we assayed the sensitivity of chimeric mice to DSS-induced colitis. The bone marrow from CD45.2^+^ miR-144/451 KO mice or CD45.1^+^ WT mice were transplanted to busulfan-treated WT or KO mice respectively (**Supplementary Figure 6G**). In a previous study, we found splenomegaly in miR-144/451 KO mice due to compensatory extramedullary hematopoiesis. After WT bone marrow transplantation, splenomegaly of the KO mice was abrogated (**Supplementary Figure 6H**). Severe colitis in the KO mice was alleviated after WT bone marrow transplantation (**Figures 7H–K**). In contrast, miR-144/451 KO bone marrow transplantation exacerbates colitis in WT mice (**Figures 7H–K**). Together, these results verified that miR-144/451 KO potentiates the deteriorated DSS-induced colitis by DC activation.

### Nanoparticles delivery of miR-144/451 ameliorates DSS-induced colitis in KO mice

To further confirm the effect of miR-144/451 on DSS-induced mouse colitis. The chitosan nanoparticle-enveloped control vector or miR-14/451 vector were injected intraperitoneally to mice treated with DSS daily. Expression of miR-144, miR-451 and IRF5 were evaluated in DCs of chitosan-miR-144/451 nanoparticle-injected mice (**Supplementary Figures 7A–C**). Compared with the control group, chitosan-miR-144/451 nanoparticle injection alleviated colitis both in WT and KO mice, as demonstrated in less body weight loss (**Figure 8A**), decreased disease activity index (**Figure 8B**), increased colon length (**Figure 8C**) and alleviated histologic damage (**Figure 8D**).

**Figure 8:**
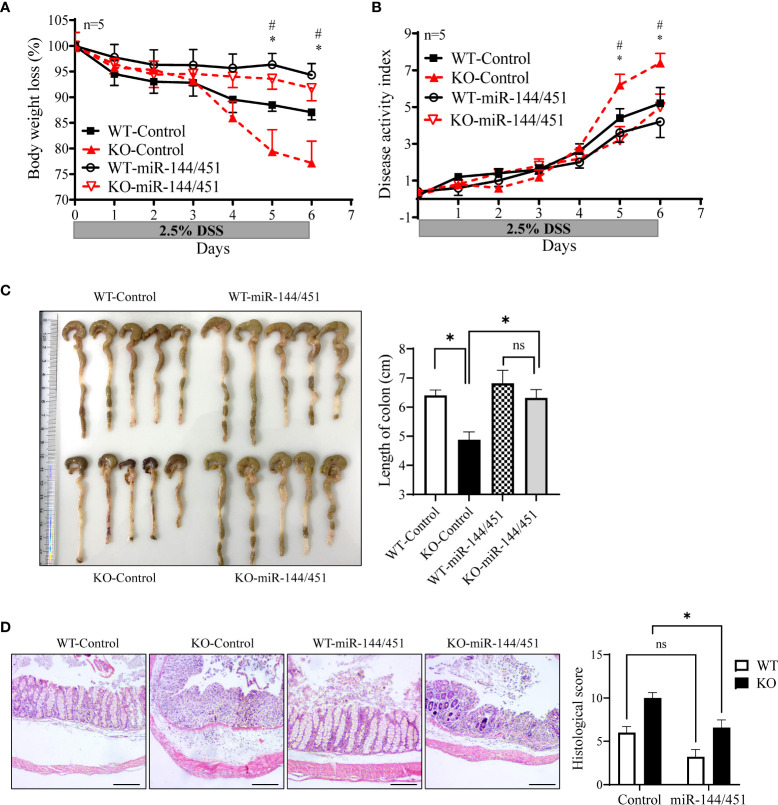
Nanoparticles delivery of miR-144/451 ameliorates DSS-induced colitis in KO mice. WT and miR-144/451 KO mice were treated with 2.5% DSS and intraperitoneally injected with chitosan-plasmid nanoparticles daily. Changes in body weight **(A)**. Disease activity index of colitis **(B)**. Morphology of colons, and bars represent the length of colons **(C)**. Histological sections (40 ×)and pathological scores **(D)**. *WT-Control vs. WT-miR-144/451, ^#^KO-Control vs. KO-miR-144/451, n = 5. Ns. no significance, *p<0.05.

## Discussion

IBD including two major subtypes of clinical entities: CD and UC, are chronic inflammatory diseases of the intestines, and have been shown to multifactorial etiology including dysregulated local immune cell function (1, 2). Innate immune cells, such as macrophages and DCs can sense invading bacteria through extracellular and intracellular pattern recognition receptors such as TLRs and NLRs, and initiate rapid inflammatory responses mediated by the secretion of cytokines and chemokines and recruitment of inflammatory cells (31). The DSS-induced colitis mouse models that develop chronic intestinal inflammation resembling human IBD have been established (27). In the current study, we demonstrated that DCs expression of miR-144 and -451 were significantly decreased in response to LPS and as well as colitis mice. Using the miR-144/451 KO mice to establish DSS-induced experimental colitis model, we found that miR144/451 protect mice intestinal inflammation through repressing TLRs signaling pathway in DCs. We also identified that IRF5 is a direct target gene of miR-144 in facilitating the activation of DCs in colitis.

miRNAs negatively regulate gene expression in a variety of biological processes, and have been implicated in neurological diseases, cardiovascular diseases, cancer and autoimmune diseases (7). Several miRNAs have been suggested in regulating intestinal homeostasis. miR-21 is highly expressed in patients of IBD and experimental colitis models. miR-21 KO mice protecting DSS-induced colitis *via* repress proinflammatory cytokines production and regulates the composition of the intestinal microbiota (32, 33). miR-31 transcription activated in colorectal cancer cells in response to TNF-α and IL-6. miR-31 reduces the inflammatory response in DSS- and TNBS-induced mice colitis by repressing expression of inflammatory cytokine receptors IL7R and IL17RA (9). The key miRNAs involved in IBD, such as miR-21, are the focus of anti-miRNA therapeutic development. In this study, we demonstrated that expression of miR-144/451 was increased in IBD patients. Furthermore, the miR-144/451 KO mice revealed acerbate DSS-induced colitis, which indicated a protective role of miR-144/451 in development of intestinal inflammatory.

miR-144 have being significantly destroyed in many types of cancers including leukemia, gastrointestinal cancers, pancreatic cancer, hepatocellular carcinoma, lung cancer, and breast cancer (34, 35). miR-144 significantly inhibits cell proliferation, metastasis, invasion, EMT, and resistance to chemotherapy of cancer *via* direct targeting genes including B-cell lymphoma 6 (BCL6) (36), human formin-2 (FMN2) (37), nuclear factor erythroid 2–related factor 2 (Nrf2) (17), Smad1 (38), taurine upregulated gene 1 (TUG1) (39) and FMS-like tyrosine kinase 3 (FLT3) (40). Despite the extensive studies of the biological functions of miR-144/451 in erythropoiesis (41) and tumorigenesis (34, 35), few studies have been conducted in immune responses. Our study revealed that DCs activation (this study) and CD8^+^T cell’s anti-tumor responses (Lin et al., unpublished data, 2022) were both elevated in miR-144/451 KO mice. Whereas, we did not see any changes in macrophages including frequency, expression of co-stimulatory factor and MHC molecular in miR-144/451 KO mice compared with that in WT mice (data not show).

Our results identified IRF5 as a target gene of miR-144 to regulate DCs function. Interferon regulatory factor family has been shown to include nine members, IRF1-9 (42). IRF5 is important transcription factor defining the classical inflammatory, which highly expressed in the innate immune cells. Pattern Recognition Receptors (PRRs), such as NOD and TLR regulates activation of IRF5 by phosphorylation and ubiquitination manner. Expression of IRF5 also directly regulates many cytokines including TNF-α, IL-6, IL-1β, which are associated with inflammation responses in central nervous system (43) and intestine (25, 26). Recently, pro-inflammatory role of IRF5 has been suggested in intestinal inflammation. IRF5 promotes inflammatory macrophage polarization and guides monocytes toward and inflammatory CD11c^+^ cells during intestinal inflammation (22, 26). In addition, IRF5 in CD4^+^ T cells promotes Th1 and Th17 associated cytokines, decreases Th2 associated cytokines and enhances the severity of experimental colitis in mice (44). In this study, we found that IRF5 was significantly increased in DCs of patients with IBD and mice with DSS treatment. miR144 targets 3`UTR of IRF5 to suppressing DCs activation and ameliorating DSS-induced colitis in mice. These data thereby indicate that miR-144/IRF5 may be a key regulator in intestinal homeostasis by repressing immune response. However, it is not clear whether miR-451 was involved in this process. Since the miR-451^-/-^ mice had increased responses of T cells to infection (18), in our future studies, it will be interesting to investigate the effects of miR-144 and miR-451 on immune cells activities separately.

Taken together, these findings demonstrated that miR-144/451 regulates DCs function *via* directly targeting IRF5 and which is involved in intestinal inflammation. To our best knowledge, this study was the first to identify miR-144 direct targets 3`-UTR of IRF5 mRNA to deregulate DCs activation. The manipulation of miR-144/451 expression and DCs activation in IBD patients may be a novel therapeutic approach for the treatment of inflammatory diseases.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; GSE202260.

## Ethics statement

The studies involving human participants were reviewed and approved by Ethical Review Committees of Yangzhou University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Yangzhou University, Yangzhou, China (Approval ID: SYXK [Su] 2017-0044).

## Author contributions

WG and ZL: the conception and design of the study. ZL, XX, MG, and QC: acquisition of data, analysis and interpretation of data. ZL: wrote the main manuscript text, prepared figures, statistical analysis. GL, XJ, WX, and JZ: methodology; WG and DY: Supervision. All authors contributed to the article and approved the submitted version.

## Acknowledgments

This work was supported by the National Natural Science Foundation of China (Grant numbers: 82102901, 81873866 and 81873867), the Natural Science Foundation of Jiangsu Province, China (Grant number: BK20180925); the “Six peaks” Talent Project of Jiangsu Province.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

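RNA-seq libraries of 3 WT and 3 KO mice were analysed, which the sample records describe as untreated CD8a+ leukocytes of the spleen. The authors deposited expected counts per Ensembl gene, that is, estimated read counts that can be fractions where a read was shared between genes or transcripts, and the deposited values carry no scaling for library size or gene length as far as they show. The unit was read from the values, since neither the paper's text nor the sample records name it. How the authors aligned and counted the reads, on which genome build and annotation, and whether strand was used, is not stated. Between 3527 and 4925 genes per library had a value that was not whole. Of the 44678 gene identifiers, 44121 (98.75%) are in GENCODE M21 on GRCm38, which was used for positions, transcripts and 3′-UTR sequences.

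Counts were rounded to whole numbers and analysed in R 4.3.3. The main comparison of KO with WT used edgeR 4.0.16 with TMM normalization, the filter filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood test with Benjamini-Hochberg adjustment over 13024 genes at a threshold of 0.05. Libraries totalled between 8143971 and 8876570 counts, with a median of 8790077 in WT and 8540403 in KO, and TMM factors lay between 0.989 and 1.01. The 10 genes with the most counts took between 4.43% and 5.00% of each library. Gene lists were tested as wholes with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and for over-representation with one-sided Fisher's exact tests against all tested genes. Irf5 was also compared by an exact two-sided permutation test. The lists for the 3 signaling pathways, the list of genes the paper names and the lists of marker genes for 8 cell types or states were written by hand, and the comparisons, the alternatives and the rule for naming genes were set, before the data were examined. The rule names every gene in the paper's text and up to 5 genes with the largest rise and 5 with the largest fall among those with an adjusted p-value under 0.05, a mean log2 CPM of at least 1 and all KO libraries on one side of all WT libraries. It also names up to 5 genes of each pathway list under the same threshold, of which there were none, and the 2 globin genes with the highest mean.

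The alternatives were DESeq2 1.42.0 with its size factors and Wald test, limma voom, upper-quartile normalization, no filter on low counts, a filter at a mean of 10 counts, the replicate number as a block, removal of erythroid genes, a 2-fold minimum, each library left out in turn, Reactome sets, and fgsea 1.28.0 on the same ranking. A covariate made of B cell, monocyte and DC marker genes was added after the data were seen. The pairing tested by the block comes only from the replicate numbers in the sample names, and the KO and WT libraries come from different mice. The procedure was tested on simulated counts for 13024 genes, of which 200 were changed. At a log2 fold change of 2, 196 of the changed genes (98%) were called with 10 false calls. In that run 80 further genes were shifted by 0.4 as a list, and calls among them were not counted as false. At a log2 fold change of 1, 144 (72%) were called with 20 false calls, a larger share than the threshold of 0.05 allows. Genes were simulated independently, without differences shared by groups of libraries. Recovery of a change as small as that of Irf5 was not tested.

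The luciferase, flow cytometry, qPCR and colitis experiments of the paper were not analysed here. Fold changes of overlapping genes and of genes with near-identical copies are uncertain, because the authors' counting could divide their reads. The sequences printed in the paper were matched to all 141767 transcripts of the annotation.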

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

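The tests of shared reads, of the region around Mir144, of other splits for that region and of the sample labels were chosen only after these results were seen. The count of genes over other splits of the libraries was chosen before its result was seen.

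The 4 genes with an adjusted p-value under 0.05 are outside the genes that the paper discusses. Slfn9 had a log2 fold change of 3.32 (standard error 0.23) in KO against WT, with counts of 86, 112 and 48 in WT and 734, 828 and 891 in KO libraries (adjusted p = 0.00311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slfn8 had a log2 fold change of -1.80 (standard error 0.10), with 1100, 1128 and 867 counts in WT and 278, 296 and 314 in KO libraries (adjusted p = 0.00115 from the same edgeR test). Xaf1 had a log2 fold change of 1.47 (standard error 0.12), with 419, 414 and 312 counts in WT and 930, 1097 and 1153 in KO libraries (adjusted p = 0.00791 from the same edgeR test). Gm20388 had 277, 135 and 274 counts in WT libraries and 0 in each KO library (adjusted p = 0.0276 from the same edgeR test). Its fitted log2 fold change of -10.85 rests on counts of 0, and against the floor of 3 counts it was at least 75.1-fold lower. For each of the 4 genes, all 3 KO libraries lay on one side of all 3 WT libraries.

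Reads shared with Galnt2 may account for the fall of Gm20388. Exons of Galnt2 on the same strand cover 97.5% of the exon bases of Gm20388, and the summed counts of both genes had a log2 fold change of -0.024 (standard error 0.13). Slfn8 shares 19.1% of its 31-base words with Slfn9, and the summed counts of Slfn8 and Slfn9 had a log2 fold change of -0.00030 (standard error 0.11). An exchange of reads between the genes of each pair would leave these sums unchanged, but so would opposite changes of equal size in the cells. The mean CPM of Slfn8 fell by 71.3%, which is more than an exchange of only the identical reads could give if reads are evenly spread, so that this exchange alone goes against the data for Slfn8 and Slfn9. Xaf1 shares 3.0% of its 31-base words with any other gene, and no sum was tested for it.

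Slfn8, Slfn9 and Xaf1 lie on chromosome 11 between 4.91 and 5.77 Mb from Mir144. Within 20 Mb of Mir144, 7 of 474 tested genes (1.48%) had an unadjusted p-value under 0.001, against 24 of 12497 (0.192%) elsewhere (one-sided Fisher's exact test, p = 0.000102). No window of this size around the 12497 other genes held as many, the most being 5. The other genes of the 7, named after their values were seen, are Trim11, Trim16, Fbxw10 and AA465934. The region was chosen because Slfn8, Slfn9 and Xaf1 lay in it, and the test includes them, so it is not an independent check of the clustering. Without the cluster of Slfn genes, the same one-sided Fisher's exact test gave p = 0.0176. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave a p-value as small as 0.000102 for this region. Of all 10 splits 1 did, which with 10 splits is the fewest possible. The other splits could hardly match it, since 8 of the other 9 had between 1 and 3 genes with an unadjusted p-value under 0.001 in all, and the region was chosen on the real split. A candidate explanation is strain variants inherited with the deleted locus, which could change expression or the assignment of reads. An effect of the deletion on genes of the same chromosome would give the same pattern. Among the 36 tested genes within 1 Mb, 1 had an unadjusted p-value under 0.05, which is too few genes to weigh either explanation, and sequence variants cannot be read from counts.

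A mislabelled sample was also weighed. When each library was left out and the 20 genes of smallest p-value were taken from the other 5, KO3 was nearer to the KO mean for 7 of 20 genes, and the other libraries were nearer to their own group for between 13 and 19. A mislabelled KO3 could give this, but for the genes near Mir144 KO3 was nearer to the KO mean for 6 of 9 (66.7%), the lowest share of the 6 libraries. All 3 KO libraries also had 0 counts of Gm20388. KO3 had 891 counts of Slfn9 against 48 to 112 in WT, and 1153 of Xaf1 against 312 to 419. It had 314 counts of Slfn8 against 867 to 1128 in WT. These 4 genes were also called without KO replicate 3, and for them the values argue against KO3 being a WT library. The 20 genes above, with KO3 nearer to the KO mean for 7, go the other way. Because Mir144 and Mir451a had no counts in any library, the deleted genes themselves give no check of the labels.

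Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many genes with an adjusted p-value under 0.05. Over all 10 splits, 2 did, the other being WT1, KO1 and KO2 against WT2, WT3 and KO3 with 886 genes. The other 8 splits gave 0 genes, with 190 to 737 genes at an unadjusted p-value under 0.05. With 10 splits the share cannot be under 0.1 whatever the data, so the splits alone could not exclude an accidental grouping and do not speak for one. Shared reads remain for Gm20388, and for Slfn8, Slfn9 and Xaf1 inherited variants and an effect of the deletion on the same chromosome were not told apart. No change of the 4 is offered as a biological effect of the microRNAs.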

How the results depend on the processing

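The alternative with marker genes as a covariate was chosen after the data were seen, and the others beforehand.

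The number of genes with an adjusted p-value under 0.05, 4 in the main comparison, was 60 (55 higher, 5 lower) with DESeq2, 12 (9 higher) without a filter on low counts, 9 (6 higher) with the replicate block and 12 (9 higher) with the marker covariate, and each of these included the same 4 genes. With limma voom, 1 gene was lower and 3 of the 4 were shared. Across the 6 fits that each left out 1 library, there were from 2 to 94 genes, from 1 to 86 higher and from 1 to 8 lower, and Slfn8 and Slfn9 were called in all 6. The largest number came without KO replicate 3. The replicate block rests on numbers in the sample names, and the deviations of same-numbered libraries had a mean correlation across genes of -0.0325, against 0.0151 for other pairs.

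Irf5 kept its direction in all alternatives but the marker covariate, where its log2 fold change was -0.11 (adjusted p = 0.93 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.273 to 1 over all alternatives). Irf5 was not called in any of them.

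The median log2 fold change of the TLR list was 0.062 without a filter (camera adjusted p = 0.094), 0.083 with the block (0.0639), 0.012 with the covariate (0.887) and 0.073 for the Reactome set (0.12), where the main comparison was under 0.05. Over all alternatives its adjusted p ran from 0.00413, with fgsea, to 0.887. The NF-κB list had 0.051 without a filter (0.12), 0.068 with the block (0.0639), 0.015 for the Reactome set (0.902) and a reversed -0.037 with the covariate (0.309), with a range from 0.00683 to 0.902. The chemokine list reversed to -0.0082 with the covariate (0.887), and with fgsea the same median of 0.029 passed the threshold (adjusted p = 0.00979), with a range from 0.00979 to 0.887. With 1 library left out, the medians ran from 0.047 to 0.083 for the TLR list, from 0.025 to 0.12 for the NF-κB list and from 0.0064 to 0.058 for the chemokine list. In 4 of these 6 fits the TLR list no longer passed the threshold, and in 4 of 6 the NF-κB list did not. The Reactome chemokine set had a median of 0.19 (0.72). Among the called genes, 1 belonged to the NF-κB list with DESeq2 and without KO replicate 3, and 1 to the chemokine list with the marker covariate. With so few genes called, the over-representation test shows no stability.

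Among the marker lists, the NK cell list no longer passed with limma voom, at 0.20 (camera adjusted p = 0.0631). With 1 library left out, the median log2 fold change ran from -0.027 to 1.31 for erythroid genes and from -0.012 to 0.47 for proliferation genes, each negative only without KO replicate 2. Neither list passed without KO replicate 2 or without WT replicate 3, nor did the proliferation list without KO replicate 3. The median ran from 0.083 to 0.61 for B cell genes, from 0.28 to 1.59 for neutrophil genes and from 0.046 to 0.66 for NK cell genes. Of these 6 fits, the B cell and NK cell lists did not pass in 4 each, and the neutrophil list in 1. The CD8 T cell, DC and monocyte lists kept their direction and passed in all 13 alternatives of each. The differences for microRNA seed sites kept their direction in all 14 alternatives, and none passed in any of them. For miR-144-5p the camera adjusted p ran from 0.0649 to 0.372.

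For the named genes there were 154 further comparisons, of which 145 were the same, 8 were weaker and 1 moved, the number of paper genes higher in KO, which was 13 with the marker covariate, 21 in the main comparison and from 16 to 25 with 1 library left out. The weaker ones were Xaf1 and Gm20388. The erythroid list has no value without its own genes, and the pseudocount alternatives were not run because they apply only to normalized values. The cause of these changes was not tested, apart from the marker covariate. With Mir144 and Mir451a at 0 counts, the data cannot show the deletion.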

Differences from the paper's values

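The paper gives no number for the sequencing data in its text, so statements are compared by direction only.

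The paper states that the chemokine, NF-κB and TLR signaling pathways were significantly changed. Here, 0 of the 4 genes with an adjusted p-value under 0.05 belonged to any of the 3 hand-written lists. With 4 genes called, 0.025, 0.025 and 0.042 were expected by chance in the TLR, NF-κB and chemokine lists, so 0 says little about the pathways. At an unadjusted p-value under 0.05 there were 8, 6 and 11 genes of these lists. Tested as wholes by limma's camera, the TLR list (adjusted p = 0.0431) and the NF-κB list (adjusted p = 0.0457) passed the threshold and the chemokine list (adjusted p = 0.0956) did not. With fgsea in place of camera, an alternative set before the data were examined, all 3 lists passed, at adjusted p = 0.00413, 0.0119 and 0.00979. The fgsea p-values come from resampling genes, not libraries, and the lists share genes, so these are not separate results. With camera, 5 of all 10 splits of the libraries gave as small a p-value for the NF-κB list and 3 for the chemokine list. With the Reactome sets none of the 3 passed, at adjusted p = 0.12, 0.902 and 0.72 from limma's camera.

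The paper states that IRF5 transcription was up-regulated. Here the log2 fold change of Irf5 was 0.29, in the same direction, with an adjusted p of 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Irf5 was not called under any alternative set before the data were examined, nor with the marker covariate chosen after the data were seen, where the direction reversed. The sample records describe CD8a+ leukocytes, and the median of DC marker genes was below that of CD8 T cell genes in every library. The paper also reports increased IRF5 expression in DCs of KO mice, measured apart from the sequencing, which these libraries do not test.

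Figure 2A of the paper shows a stretch of the IRF5 3′-UTR paired with miR-144. That 25-nt stretch was found in 0 of 141767 mouse transcripts of the annotation, and its longest run shared with an Irf5 transcript was 7 nt. The species of the stretch is not stated in the paper's text.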

Other observations

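The tests of Irf5 against marker genes and depth, of DCs as the sequenced cells, of microRNA seed sites against random 7-mers, of erythroid genes and of the number of genes over other splits were chosen before their results were seen, though after the library totals were. The others, including the marker covariate for results other than Irf5, the splits for lists and seed sites, GC content and length, were chosen only after the results were seen.

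Marker genes were used to ask which cells the libraries hold. The median log2 CPM of the DC list was below that of the CD8 T cell list in all 6 libraries, and in KO3, where the lists lay closest, DC less CD8 T was still -3.02. The data are thus not those predicted for a preparation made mostly of DCs, while B cell genes had medians between 7.46 and 8.64, close to the CD8 T cell genes at 7.60 to 8.31. RNA from B cells and other spleen cells may therefore be present in all 6 libraries.

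All 8 marker lists shifted between WT and KO (limma's camera with Benjamini-Hochberg adjustment over the 8 lists). CD8 T cell genes had a median log2 fold change of -0.33 (adjusted p = 1.17e-06, 1 of 14 genes higher). Monocyte genes had 0.85 (adjusted p = 2.7e-08, 12 of 12 higher), DC genes 0.48 (adjusted p = 1.17e-07, 11 of 12 higher) and B cell genes 0.28 (adjusted p = 0.0312, 12 of 12 higher). Of the 4 splits that part all same-numbered pairs, 1, the real one, shifted as many lists, and 2 of all 10 splits did. An accidental grouping therefore cannot be excluded with 6 libraries. The splits other than the real one shifted between 2 and 8 lists. These p-values, at an inter-gene correlation set to 0.01, therefore do not by themselves measure a difference by genotype. KO3 had the lowest B cell median of the 6 libraries, 7.46, although 12 of 12 B cell genes were higher in KO. Erythroid genes had a median log2 fold change of 0.78 (adjusted p = 0.000286, 15 of 15 higher), which is what RNA from erythroid cells that differs by genotype would give, but 2 of the 4 splits and 4 of all 10 gave as small a p-value. Hbb-bs had counts of 2245, 1430 and 546 in WT and 1343, 7647 and 2461 in KO libraries, so this shift could come from KO2.

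The split of WT1, KO1 and KO2 from WT2, WT3 and KO3, which parts 1 same-numbered pair, gave 886 genes with an adjusted p-value under 0.05, 689 higher and 197 lower in the first 3 libraries. The other 8 splits that are not the real one gave 0, with 190 to 737 genes at an unadjusted p-value under 0.05. Between the first and second 3 libraries, B cell genes differed by a median log2 value of 0.94, neutrophil genes by 1.78 and CD8 T cell genes by -0.52. DC genes hardly differed, by 0.030 (limma's camera, adjusted p = 0.293). RNA from other cells in the preparation is a candidate explanation for this split. It crosses the genotypes, and no biological explanation was tested for it.

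The difference in Irf5 may follow from the same source. With the mean of B cell, monocyte and DC marker genes as a covariate its log2 fold change was -0.11, against 0.29 without. This mean was 0.44 higher in KO than in WT libraries, so the covariate could also take off an effect of genotype on Irf5. DC genes are part of the mean, although they hardly differed in the split above. Irf5 reached 6.82, 6.93 and 7.10 log2 CPM in WT1, KO1 and KO2 and 6.16, 6.50 and 6.29 in WT2, WT3 and KO3. The libraries fall into these separate groups, so no correlation is given. Thinning all libraries to the same depth left the log2 fold change at 0.30, but with close totals it could hardly move a normalized value. The KO totals, from 8232286 to 8792983, lay within the WT range of 8143971 to 8876570. This argues against a depth difference between the genotypes as the source of the Irf5 difference.

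The TLR and NF-κB lists were weighed in the same way. With the marker covariate the median log2 fold change of the TLR list fell to 0.012 and that of the NF-κB list to -0.037. After a trend on GC content and transcript length was taken off, both medians were 0.022. Of the 4 splits that part all same-numbered pairs, 1 gave as small a p-value as the real split for the TLR list, the real one itself, 3 did for the NF-κB list and 2 for the chemokine list. Over all 10 splits these numbers were 2, 5 and 3. RNA from other cells, GC content and length, and accidental grouping all remain as explanations. An effect of genotype is not excluded either, because the covariate itself differed by genotype.

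Loss of a microRNA is predicted to raise genes with its seed sites. The median log2 fold change of 642 genes with a miR-144-5p site was 0.048 above that of genes without one, and 98 of 100 random 7-mers gave a lower difference. The numbers were 65 of 100 for miR-144-3p and 75 of 100 for miR-451, whose differences of 0.030 and 0.035 do not stand apart. Tested as a whole by limma's camera, the miR-144-5p set did not pass 0.05 (adjusted p = 0.114). For miR-144-5p, 95 of 100 random 7-mers were lower after the trend on GC content and length was taken off, which left a difference of 0.012. With the marker covariate 79 of 100 were lower, and a difference of 0.039 was left. Of the 4 splits that part all same-numbered pairs, 1 gave a difference as large for miR-144-5p, 2 for miR-144-3p and 1 for miR-451, and of all 10 splits 1, 3 and 1. The difference for miR-144-5p could be an effect of the deletion, in part of GC content and length, or of RNA from other cells in the preparation, and these tests do not tell them apart. An accidental grouping cannot be excluded either.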
